# The E2 Marie Kondo and the CTLH E3 ligase clear deposited RNA binding proteins during the maternal-to-zygotic transition

**DOI:** 10.7554/eLife.53889

**Published:** 2020-06-23

**Authors:** Michael Zavortink, Lauren N Rutt, Svetlana Dzitoyeva, Jesslyn C Henriksen, Chloe Barrington, Danielle Y Bilodeau, Miranda Wang, Xiao Xiao Lily Chen, Olivia S Rissland

**Keywords:** maternal to zygotic transition, RNA binding proteins, ubiquitin-proteasome system, post-transcriptional regulation, *D. melanogaster*

## Abstract

The maternal-to-zygotic transition (MZT) is a conserved step in animal development, where control is passed from the maternal to the zygotic genome. Although the MZT is typically considered from its impact on the transcriptome, we previously found that three maternally deposited *Drosophila* RNA-binding proteins (ME31B, Trailer Hitch [TRAL], and Cup) are also cleared during the MZT by unknown mechanisms. Here, we show that these proteins are degraded by the ubiquitin-proteasome system. Marie Kondo, an E2 conjugating enzyme, and the E3 CTLH ligase are required for the destruction of ME31B, TRAL, and Cup. Structure modeling of the *Drosophila* CTLH complex suggests that substrate recognition is different than orthologous complexes. Despite occurring hours earlier, egg activation mediates clearance of these proteins through the Pan Gu kinase, which stimulates translation of *Kdo* mRNA. Clearance of the maternal protein dowry thus appears to be a coordinated, but as-yet underappreciated, aspect of the MZT.

## eLife digest

Bestselling author and organizing consultant Marie Kondo has helped people around the world declutter their homes by getting rid of physical items that do not bring them joy. Keeping the crowded environment inside a living cell organized also requires work and involves removing molecules that are no longer needed. A fertilized egg cell, for example, contains molecules from the mother that regulate the initial stages as it develops into an embryo. Later on, the embryo takes control of its own development by destroying these inherited molecules and switches to making its own instead. This process is called the maternal-to-zygotic transition.

The molecules passed from the mother to the egg cell include proteins and messenger RNAs (molecules that include the coded instructions to make new proteins). Previous research has begun to reveal how the embryo destroys the mRNAs it inherits from its mother and how it starts to make its own. Yet almost nothing is known about how an embryo gets rid of its mother’s proteins. To address this question, Zavortink, Rutt, Dzitoyeva et al. used an approach known as an RNA interference screen to identify factors required to destroy three maternal proteins in fruit fly embryos.

The experiments helped identify one enzyme that worked together with another larger enzyme complex to destroy the maternal proteins. This enzyme belongs to a class of enzymes known as ubiquitin-conjugating enzymes (or E2 enzymes) and it was given the name “Kdo”, short for “Marie Kondo”. Further experiments showed that the mRNAs that code for the Kdo enzyme were present in unfertilized eggs, but in a repressed state that prevented the eggs from making the enzyme. Once an egg started to develop into an embryo, these mRNAs became active and the embryo started to make Kdo enzymes. This led to the three maternal proteins being destroyed during the maternal-to-zygotic transition.

These findings reveal a new pathway that regulates the destruction of maternal proteins as the embryo develops. The next challenge will be identifying other maternal proteins that do not “spark joy” and understanding the role their destruction plays in the earliest events of embryonic development.

## Introduction

Proper embryogenesis is critical for animal development. Many of the earliest events occur prior to the onset of zygotic transcription, and they are instead directed by maternally deposited proteins and messenger RNAs (mRNAs). During the maternal-to-zygotic transition (MZT), genetic control of developmental events changes from these maternally loaded gene products to newly made zygotic ones (Vastenhouw et al., 2019). Thus, the MZT requires both the activation of zygotic transcription and clearance of maternal transcripts. Failure to mediate either of these processes is lethal for the embryo (Benoit et al., 2009; Liang et al., 2008).

In contrast to our understanding of the transcriptome during the MZT, much less is known about changes in the proteome. Despite the fact that the maternal dowry of proteins plays key roles in embryogenesis, there are only a handful of examples of cleared maternal proteins (Guven-Ozkan et al., 2008; Hara et al., 2017; Pesin and Orr-Weaver, 2007; Sysoev et al., 2016; Wang et al., 2017; Yang et al., 2016). Recently, we found that three RNA-binding proteins (ME31B, Trailer Hitch [TRAL], and Cup) are rapidly degraded during the MZT in *Drosophila melanogaster*, at a time point coinciding with the major wave of zygotic transcription (Wang et al., 2017). ME31B, TRAL, and Cup form a complex that blocks translation initiation (Kinkelin et al., 2012; Nakamura et al., 2004; Nelson et al., 2004; Wilhelm et al., 2003). All three proteins are required for oogenesis, and they appear to bind and repress thousands of deposited maternal mRNAs (Keyes and Spradling, 1997; Nakamura et al., 2001; Tritschler et al., 2008; Wang et al., 2017; Wilhelm et al., 2003). The degradation of ME31B, TRAL, and Cup coincides with many of the hallmarks of the MZT, but explorations into this issue have been hindered by a lack of understanding of how their destruction is controlled.

We previously made an intriguing observation that genetically linked the clearance of ME31B, TRAL, and Cup, to the Pan Gu (PNG) kinase (Wang et al., 2017). Composed of three subunits (PNG, Giant Nuclei [GNU], and Plutonium [PLU]), the PNG kinase is central to the oocyte-to-egg transition and mediates key aspects of embryogenesis, including resumption of the cell cycle, zygotic transcription, and maternal mRNA clearance (Elfring et al., 1997; Tadros et al., 2007; Vardy and Orr-Weaver, 2007). Unlike many animals, the oocyte-to-egg transition in *Drosophila* does not require fertilization but is instead triggered by egg activation (Doane, 1960; Heifetz et al., 2001; Horner and Wolfner, 2008a). Here, the PNG kinase is activated by mechanical stress as the oocyte passes through the oviduct, and then phosphorylation and degradation of the GNU subunit quickly inactivates the kinase, restricting its activity to the first half hour after egg activation (Hara et al., 2017). One way that PNG mediates the oocyte-to-embryo transition is by rewiring post-transcriptional gene regulation (Eichhorn et al., 2016; Kronja et al., 2014). Possibly by phosphorylating key RNA-binding proteins such as Pumilio, PNG activity leads to changes in the poly(A)-tail length and translation of thousands of transcripts during egg activation (Hara et al., 2018). Importantly, two targets induced by PNG activity are the pioneer transcription factor Zelda, which is responsible for initial zygotic transcription, and the RNA-binding protein Smaug, which is responsible for clearance of many maternal transcripts (Benoit et al., 2009; Eichhorn et al., 2016; Liang et al., 2008; Tadros et al., 2007; Vardy and Orr-Weaver, 2007). The PNG kinase also phosphorylates ME31B, Cup, and TRAL (Hara et al., 2018), but it is unclear what effect phosphorylation has on these proteins. One possibility has been that PNG phosphorylation could lead to the degradation of ME31B, TRAL, and Cup, but this model has been thus far unexplored.

The ubiquitin-proteasome system is a major protein degradation pathway. Here, a series of ubiquitin activating enzymes, conjugating enzymes, and ligases (E1, E2, and E3, respectively) lead to the post-translational addition of a polyubiquitin chain on a target protein, which then serves as a molecular beacon for degradation by the proteasome. E3 ligases are typically thought to recognize target proteins, while E2 conjugating enzymes provide the activated ubiquitin and in turn recognize the E3 ligase (Komander and Rape, 2012). There are hundreds of different E3 ligases and 29 annotated E2 conjugating enzymes in *Drosophila* (Du et al., 2011), but most of the client substrates are unknown, and few have been implicated in the MZT.

Given the key roles of ME31B, Cup, and TRAL in oogenesis and embryogenesis, we wanted to understand the mechanisms controlling their degradation. In particular, we sought to answer how PNG activity at egg activation leads to the degradation of these three RNA-binding proteins several hours later, and how their degradation is coordinated with other elements of the MZT, including zygotic transcription and maternal mRNA clearance. To answer these questions, we performed a selective RNAi screen in *Drosophila*, and identified the E2 conjugating enzyme as UBC-E2H/Marie Kondo and the E3 ligase as the CTLH complex. Interestingly, structural models based on the *S. cerevisiae* complex (Qiao et al., 2020) suggest that the *Drosophila* version is organized differently than its orthologous complexes. The CTLH complex recognized and bound ME31B and Cup even in the absence of PNG activity, strongly suggesting that phosphorylation is not required for the destruction of these proteins. In contrast, *Kdo* mRNA is translationally upregulated by more than 20-fold upon egg activation in a PNG-dependent manner. Thus, egg activation through PNG mediates translation upregulation of *Kdo* and so leads to ME31B, Cup, and TRAL destruction.

## Results

### PNG kinase activity at egg activation triggers destruction of ME31B

We previously demonstrated by western blotting that ME31B, TRAL, and Cup were degraded 2–3 hr after egg laying (Wang et al., 2017). To understand the mechanisms underlying degradation of these RNA-binding proteins, we decided to establish a fluorescence-based assay so that we could follow ME31B degradation in living embryos. To do so, we took advantage of an ME31B-GFP trap line where the fusion protein is expressed from the endogenous locus (Buszczak et al., 2007); we have previously shown that ME31B-GFP recapitulates the dynamics of the wild-type protein (Wang et al., 2017). Consistent with western blotting, the GFP signal in control (*png^50^*/FM7) embryos robustly decreased from 2 to 3 hr after egg laying (Figure 1A,B). In contrast, the GFP signal remained constant through this time period in *png^50^*/*png^50^* embryos (hereafter referred to as *png^50^*), consistent with our previous study (Wang et al., 2017). Note that less heterogeneity in fluorescence was also observed in the mutant embryos; this observation likely stems from the fact that in wild-type embryos some ME31B-GFP degradation occurs during embryo collection and staging, but almost none occurs in *png^50^* embryos. Together, these results confirm that the differences in ME31B-GFP dynamics are observable by microscopy and that the degradation of ME31B-GFP requires PNG.

**Figure 1.**
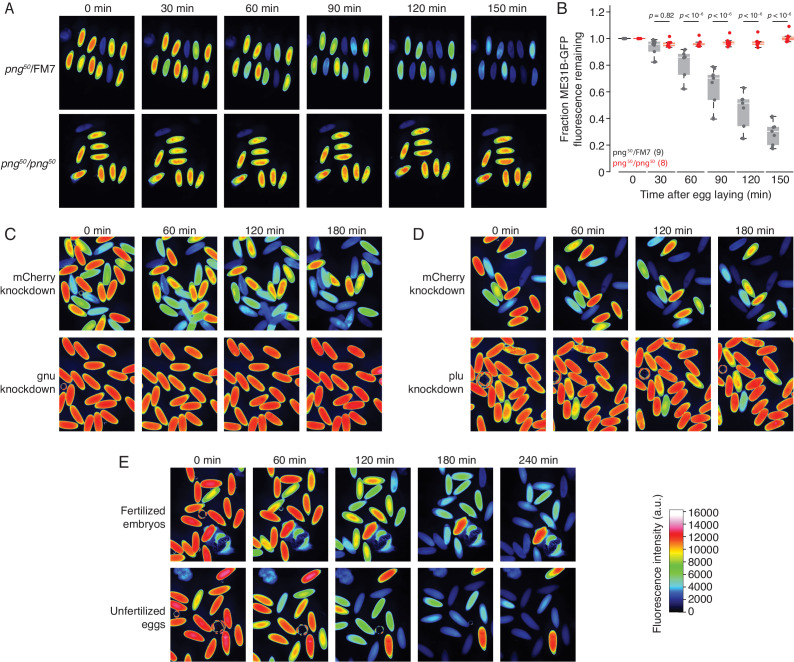
The PNG kinase, but not fertilization, is required for ME31B degradation. (**A**) PNG is required for the destruction of ME31B. Embryos from female flies of the indicated genotypes (that also contained the *ME31B-GFP* allele) were visualized at various time points after egg laying. Fluorescent images are false-colored so that more intense fluorescence is indicated by hotter colors; fluorescence scale is shown at bottom of figure. (**B**) ME31B-GFP is stabilized in *png* mutants. ME31B-GFP fluorescence from (**A**) was quantified. For each embryo, the fluorescence was normalized to its intensity at 0 min, and the fraction remaining is plotted through the time course. Significance was calculated using the Mann-Whitney test. (**C**) GNU is required for the destruction of ME31B. dsRNA targeting *GNU* or mCherry (as a control) mRNA was expressed during oogenesis; female flies also contained the ME31B-GFP allele. Laid embryos were visualized by fluorescence microscopy at indicated time points, otherwise as in A. (**D**) PLU is required for the destruction of ME31B. As in C, except with dsRNA targeting *PLU* mRNA. (**E**) Fertilization is not required for the destruction of ME31B. As in A, except with fertilized and unfertilized embryos.

To test the importance of other genes for ME31B degradation, we combined the ME31B-GFP allele with a GAL4-UAS system, where GAL4 was under the control of the matα-tubulin promoter and so is specifically expressed during oogenesis; this system enabled us to induce the expression of dsRNA during oogenesis and monitor the requirement of various genes for ME31B-GFP degradation. Given that *png^50^* embryos did not degrade ME31B-GFP, we first investigated whether the other two components of the PNG kinase, GNU and PLU, were required. When either GNU or PLU were knocked down (Figure 1C,D), ME31B-GFP was again stabilized, thus confirming that its destruction requires the full PNG kinase.

We next asked whether the degradation of ME31B-GFP required fertilization by following ME31B-GFP levels with fluorescence microscopy in unfertilized eggs (Figure 1E). In contrast to our results in *png^50^* embryos, ME31B-GFP was still unstable in the activated, but unfertilized, eggs. This result is consistent with numerous studies demonstrating that the major events pre-MZT in *Drosophila* require egg activation (primarily through the PNG kinase), but not fertilization (Fenger et al., 2000; Horner and Wolfner, 2008b; Tadros et al., 2007; Tadros et al., 2003; Vardy and Orr-Weaver, 2007). Taken together, we conclude that degradation of ME31B is triggered by egg activation through PNG activity.

### ME31B is ubiquitinated

We hypothesized that ME31B degradation involved ubiquitination. To test this model, we immunoprecipitated ME31B-GFP from 1 to 2 hr embryo lysates under stringent conditions that disrupted protein-protein interactions, such as that with eIF4E. An ubiquitin smear was detected in immunoprecipitants by western blotting at a size consistent with polyubiquitinated ME31B-GFP (Figure 2A). We also detected ubiquitin by mass spectrometry of ME31B-GFP pull-downs (see below). This ubiquitination was not detectable in *png^50^* mutant embryos and thus depended upon the PNG kinase activity (Figure 2A).

**Figure 2.**
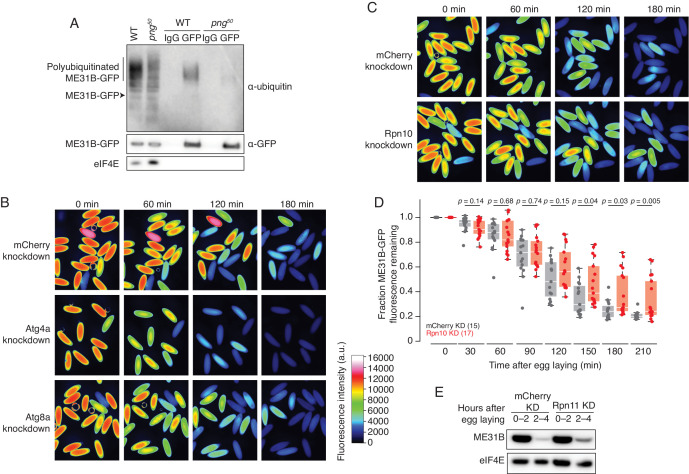
ME31B is degraded by the ubiquitin-proteasome pathway. (**A**) Ubiquitination of ME31B-GFP requires the PNG kinase. ME31B-GFP was immunoprecipitated under stringent conditions from 1–2 hr lysates from wild-type or *png^50^* embryos, and then analyzed by western blotting by probing with α-GFP, α-eIF4E or α-ubiquitin. (**B**) ME31B-GFP is not degraded by autophagy. Embryos from female flies expressing the indicated dsRNAs and ME31B-GFP were imaged at various time points by fluorescence microscopy. Fluorescent images are false-colored so that more intense fluorescence is indicated by hotter colors; fluorescence scale is shown. (**C**) Inhibiting the proteasome partially stabilizes ME31B-GFP. As in B, except for dsRNAs targeting mCherry or *Rpn10*, a proteasome component. (**D**) ME31B-GFP is stabilized in Rpn10-depleted embryos. ME31B-GFP fluorescence from (**C**) and intervening time points was quantified. For each embryo, the fluorescence was normalized to its intensity at 0 min, and the fraction remaining is plotted through the time course. Significance was calculated using the Mann-Whitney test. (**E**) Depleting the proteasome partially stabilizes ME31B-GFP. Staged embryos from the indicated times were harvested with mCherry or Rpn11 knocked down. Western blotting was performed on the lysates, probing for GFP and eIF4E (as a loading control). Related to Source Figure 2—source data 1. Figure 2—source data 1.Summary of RNAi screen.

We next asked whether ME31B-GFP is degraded by autophagy or by the proteasome. To do so, we depleted components of either system using the GAL4-UAS system described above. Knockdown of five autophagy components, such as Atg4a or Atg8a, gave viable embryos. However, ME31B-GFP was not stabilized in any of these knockdown embryos; indeed, in some cases, it appeared to be degraded more quickly than in the control embryos (Figure 2B, Figure 2—source data 1).

Analysis of embryos depleted of core barrel proteasome proteins proved more challenging because knockdown of most components, such as Prosα5 and Prosα7, resulted in females that did not lay eggs (Figure 2—source data 1). We were able to obtain embryos from *Rpn10* and *Rpn11* knockdowns, two components of the regulatory particle of the proteasome, perhaps because these embryos only had partial inhibition of proteasome function or there is functional redundancy. Importantly, we observed partial stabilization of ME31B-GFP in both knockdown embryos (Figure 2C–E). The role of the proteasome in degrading ME31B is consistent with results from a complementary study where injection of MG132 into embryos stabilized endogenous ME31B, TRAL, and Cup (Cao et al., 2019). Thus, taken together, these data suggest that the ubiquitin-proteasome system degrades ME31B.

### The E2 conjugating enzyme UBC-E2H/Marie Kondo is required for the degradation of ME31B, TRAL, and Cup

We thus set out to identify E2 conjugating enzymes and E3 ligases responsible for the degradation of ME31B by carrying out a medium-scale RNAi screen. As before, we monitored ME31B-GFP decay by GFP fluorescence, taking images every 30 min after egg laying. We focused on those proteins that: (1) had evidence of expression, based on RNA-seq or mass spectrometry data, and (2) had available RNAi lines. We screened 137 RNAi lines, targeting E3 ligases as well as related factors (Figure 2—source data 1). Note that RNAi lines knocking down many cullins and proteasomal components did not lay eggs, presumably because of critical functions during oogenesis. Because we did not measure mRNA or protein levels in the screen or in subsequent experiments (due to COVID-19 restrictions), we do not know the efficiency of RNAi knock-down. Although our initial E3 screen failed to reveal any strong candidates, knockdown of UBC-E2H, an E2 ligase conserved from yeast to humans (Kaiser et al., 1995; Kaiser et al., 1994; Lampert et al., 2018), blocked degradation of ME31B-GFP and nearly phenocopied the dynamics seen in *png^50^* mutants (Figure 3A).

**Figure 3.**
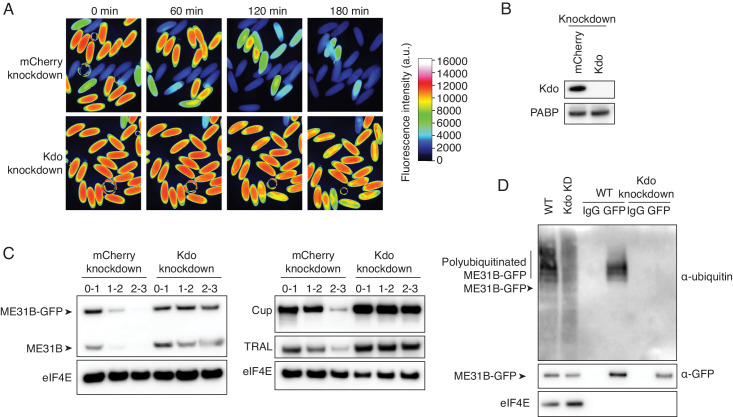
The Marie Kondo E2 conjugating enzyme mediates the degradation of ME31B, TRAL, and Cup. (**A**) Marie Kondo (Kdo/UBC-E2H) is required for the degradation of ME31B-GFP. Embryos laid from female flies expressing the indicated dsRNAs and ME31B-GFP were imaged at various time points by fluorescence microscopy. Fluorescent images are false-colored so that more intense fluorescence is indicated by hotter colors; fluorescence scale is shown. (**B**) Kdo is depleted in knockdown lines. An antibody was raised against Kdo, and 1–2 hr embryo lysates with the indicated dsRNA were probed for Kdo and PABP (as a loading control). (**C**) Kdo is required for destruction of ME31B, TRAL, and Cup. Staged embryos with mCherry or Kdo knocked down were harvested at the indicated times. Western blotting was performed on the lysates, probing for ME31B, Cup, TRAL, and eIF4E (as a loading control). Because the maternal flies contained wild-type and ME31B-GFP alleles, both proteins are visible in the α-ME31B blot. (**D**) Kdo is required for the ubiquitination of ME31B. ME31B-GFP was immunoprecipitated from 1 to 2 hr mCherry or Kdo knock-down embryo lysates under stringent conditions and then analyzed by western blotting by probing with α-GFP, α-eIF4E, or α-ubiquitin. IgG was used as an immunoprecipitation control.

To test this result, we raised an antibody against UBC-E2H and confirmed that the protein was depleted in the knockdown embryos (Figure 3B). We next isolated lysates from staged embryos and performed western blotting, probing for ME31B. Because the maternal line contains both the wild-type and trap ME31B alleles, this experiment revealed that both wild-type and GFP fusion proteins were stabilized when UBC-E2H was depleted (Figure 3C), albeit more so for the fusion protein than wild-type one. Importantly, as determined by western blotting, endogenous, untagged Cup and TRAL were also stabilized in the UBC-E2H knockdown embryos (Figure 3C). Due to its role in removing proteins given in the maternal dowry, we renamed UBC-E2H as ‘Marie Kondo’ (shortened to ‘Kdo’). Finally, through immunoprecipitation experiments, we determined that ubiquitination of ME31B-GFP was undetectable in *Kdo* knockdown embryos (Figure 3D). Thus, we conclude that Kdo is required for the destruction of ME31B, TRAL, and Cup during the MZT.

### Degradation of ME31B, TRAL, and Cup requires the CTLH E3 ligase

Kdo is conserved from yeast to humans and is known to work through the CTLH E3 ligase, a multicomponent complex (Lampert et al., 2018; Santt et al., 2008). (Note that the *S. cerevisiae* complex is called the Gid complex.) Using BLAST for the human CTLH components, we were easily able to identify putative *D. melanogaster* homologs: RanBPM (homologous to *Hs* RanBP9), Muskelin, CG3295 (homologous to *Hs* RMND5A/GID2), CG7611 (homologous to *Hs* WDR26), CG6617 (homologous to *Hs* TWA1/GID8), and CG31357 (homologous to *Hs* MAEA) (Figure 4A). We were unable to find putative homologs for *Hs* GID5/ARMC8 or *Hs* GID4 (see below). Notably, none of these genes were annotated as putative E3 components in FlyBase, and thus none were included in our original screen.

**Figure 4.**
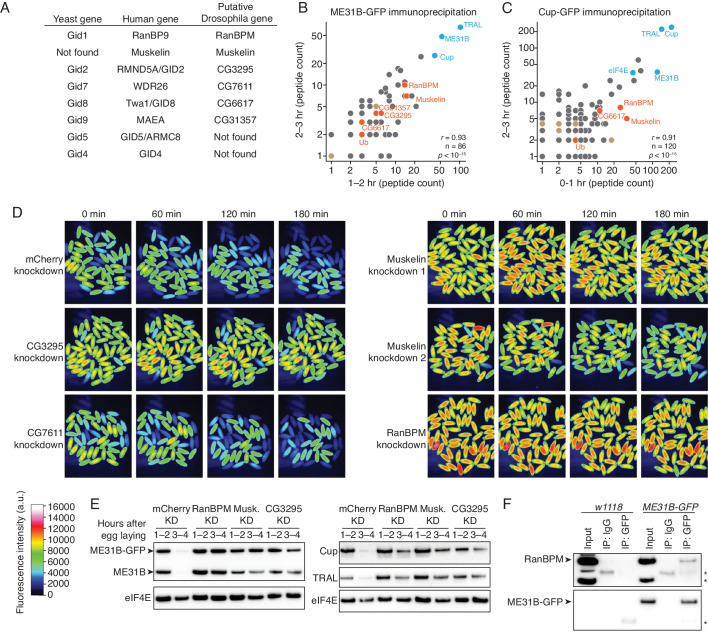
The CTLH E3 ligase mediates the degradation of ME31B, TRAL, and Cup. (**A**) Putative components of the *Drosophila* CTLH complex. *Drosophila* orthologs of the human components of the CTLH complex were determined by BLAST. Some components, such as GID4, appear to not have an identifiable ortholog. (**B**) ME31B interacts with the CTLH complex. Proteins interacting with ME31B-GFP at 1–2 and 2–3 hr after egg laying were determined by immunoprecipitation with α-GFP and mass spectrometry. Plotted are number of peptides detected (after subtracting for the signal in the control IgG immunoprecipitation). Known interactors with ME31B, such as Cup and TRAL, are shown in blue; CTLH components and ubiquitin are shown in orange; other hits from the screen are shown in brown. (**C**) Cup interacts with the CTLH complex. As in B, except for Cup-GFP. (**D**) The CTLH complex is required for destruction of ME31B-GFP. Embryos laid from the indicated maternal RNAi lines were visualized for 3 hr after egg-laying for ME31B-GFP fluorescence. Fluorescent images are false-colored so that more intense fluorescence is indicated by hotter colors; fluorescence scale is shown. (**E**) The CTLH complex is required for destruction of ME31B, TRAL, and Cup. Staged embryos from the indicated times were harvested with mCherry, RanBPM, Muskelin (Musk.), or CG3295 knocked down. Western blotting was performed on the lysates, probing for ME31B, Cup, TRAL, and eIF4E (as a loading control). Because the maternal flies contained wild-type and ME31B-GFP alleles, both proteins are visible in the α-ME31B blot. (**F**) ME31B-GFP interacts with RanBPM, a component of the CTLH complex. ME31B-GFP complexes were immunoprecipitated from 1 to 2 hr embryo lysates using α-GFP or IgG (as a control). Membranes were probed with α-GFP or α-RanBPM. *, non-specific band. Figure 4—source data 1.ME31B immunoprecipitation/mass spectrometry results. Figure 4—source data 2.Cup immunoprecipitation/mass spectrometry results.

**Figure 4—figure supplement 1.**
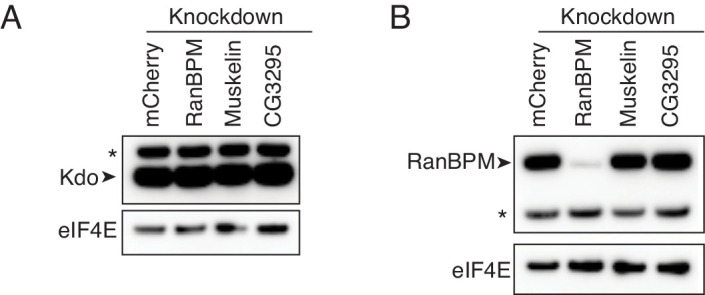
Depletion of CTLH components does not impact Kdo levels. (**A**) Kdo levels are not affected by CTLH complex depletion. Lysates from 0 to 2 hr embryos with the indicated knockdowns were analyzed by western blotting, probing for Kdo and eIF4E. * indicates a non-specific band. (**B**) Depletion of Muskelin and CG3295 does not affect RanBPM levels. As in A, except probing for RanBPM and eIF4E.

To ask if the CTLH complex might be involved in the degradation of ME31B, we immunoprecipitated ME31B-GFP and Cup-GFP from pre-MZT embryos (in conditions that maintain complex formation) and determined the proteins bound by mass spectrometry (Figure 4B and C; Figure 4—source datas 1 and 2). Consistent with our previous work (Wang et al., 2017), both immunoprecipitations readily pulled-down other members of the Cup–TRAL–ME31B complex. We were able to identify Muskelin, RanBPM, and CG6617 in all four samples. We also detected CG3295 in both ME31B-GFP pull-downs and one Cup-GFP pull-down, and CG31357 in both ME31B-GFP pull-downs. Similar results were seen in previous studies of ME31B complexes in embryonic lysates (Götze et al., 2017) and in a complimentary study (Cao et al., 2019). We were unable to detect CG7611 in any of our samples.

We next asked whether destruction of ME31B requires the CTLH E3 ligase. As before, we knocked down various components using available RNAi lines (CG3295, CG7611, Muskelin, and RanBPM), and monitored levels of ME31B-GFP by fluorescence microscopy (Figure 4D). In contrast to what we had observed with other E3 ligases (Figure 2—source data 1), depletion of CG3295, Muskelin, or RanBPM almost completely stabilized ME31B-GFP. RNAi directed against CG7611, the one component that we failed to detect by mass spectrometry, did not affect the destruction of ME31B, although we cannot exclude the possibility that CG7611 protein levels were not sufficiently affected. Consistent with these results, when we used western blotting to look at levels of ME31B, Cup and TRAL, we found that all were stabilized when the CTLH complex was depleted (Figure 4E).

One trivial explanation for these results is that depletion of the CTLH complex inadvertently reduced levels of Kdo, which is required for the destruction of ME31B (Figure 3). However, as determined by western blotting, Kdo levels were unaffected in these knockdown embryos (Figure 4—figure supplement 1A). Because antibodies were only available for RanBPM (Dansereau and Lasko, 2008), we were unable to generally determine how depletion of individual components affected levels of the other components. Nonetheless, in analyzing RanBPM levels, we found that the RanBPM RNAi line was depleted for the protein (Figure 4—figure supplement 1B).

We next asked whether we could detect an interaction between ME31B and the CTLH complex using immunoprecipitation followed by western blotting. Consistent with our mass spectrometry analysis (Figure 4B), we detected RanBPM in ME31B-GFP immunoprecipitations (Figure 4F). Because we lack antibodies for other components, we were unable to probe interactions between ME31B and Muskelin, CG3295, and CG6617 by western blotting. As expected, when we performed control experiments in wild-type embryos, RanBPM was not immunoprecipitated (Figure 4F). Consistent with this result, we were able to immunoprecipitate RanBPM using antibodies recognizing endogenous Cup protein (see below).

Taken together, we conclude that the CTLH E3 ligase is required for the destruction of ME31B, Cup, and TRAL, and, in the early *Drosophila* embryo, is at least composed of RanBPM, Muskelin, CG6617, CG3295, and CG31357, although the role of CG7611 remains unknown. Because of their roles in clearing proteins, we also now refer to CG6617 as Houki (Hou, Japanese for ‘broom’), CG3295 as Souji (Sou, Japanese for ‘cleaning’), and CG31357 as Katazuke (Kaz, Japanese for ‘tidying up’).

### The *D. melanogaster* CTLH E3 ligase differs from the *S. cerevisiae* Gid complex

We next wanted to understand the organization of the *Drosophila* CTLH complex. Serendipitously, a cryoEM structure of the yeast Gid complex was recently published (Qiao et al., 2020). The Gid complex is composed of three sections: a catalytic module made by Gid2 and Gid9; a scaffold of Gid8, Gid1, and Gid5; and a substrate adaptor module formed by Gid4 (Figure 5A). By analogy, we were able to assign roles to the known *Drosophila* components: Kaz and Sou likely form the catalytic module, while RanBPM and Hou are part of the scaffold domain (Figure 5A). Consistent with such organization, when Sou was depleted, the interaction between RanBPM and ME31B-GFP was unaffected (Figure 5B). The interaction between RanBPM and ME31B-GFP did, however, depend upon Muskelin (Figure 5B), but with current structures, it is unclear how Muskelin interacts with the other components of the *Drosophila* CTLH complex.

**Figure 5.**
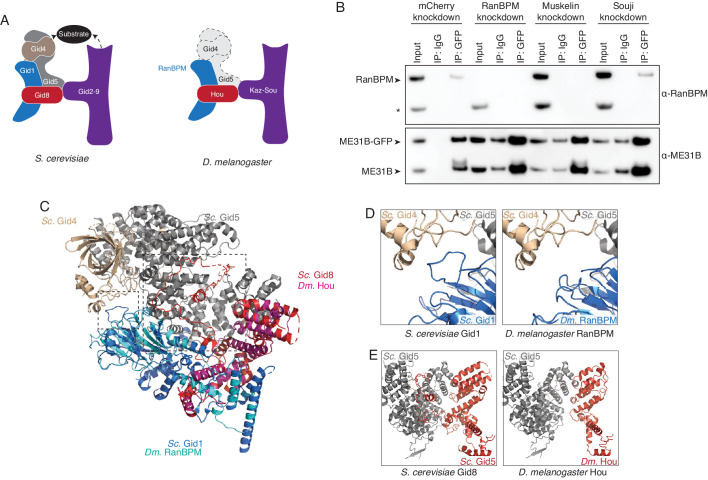
The *Drosophila* CTLH complex has a different organization than the *S. cerevisiae* Gid complex. (**A**) Schematic of the *S. cerevisiae* Gid complex based on recent cryo-EM structures (Qiao et al., 2020), and the *Drosophila* CTLH complex, based on orthology of the subunits. (**B**) The interaction between ME31B-GFP and RanBPM depends on Muskelin, but not Souji. ME31B-GFP complexes were immunoprecipitated from 1 to 2 hr embryo lysates using α-GFP or IgG (as a control). Immunoprecipitations were performed in 1–2 hr embryo lysates with mCherry, RanBPM, Muskelin, or Souji knocked-down. Membranes were probed with α-GFP or α-RanBPM. * indicates a non-specific band. (**C**) RanBPM and Hou share general structural similarities with their yeast orthologs. RanBPM (teal) and Hou (magenta) were threaded through structures of their orthologs, Gid1 (blue) and Gid8 (red), respectively. (**D**) RanBPM lacks the Gid4-interacting loop. Shown is the region of the *S. cerevisiae* Gid complex (left) and *D. melanogaster* CTLH complex (right) where Gid1 interacts with Gid4. The corresponding loop is missing in RanBPM. (**E**) Houki lacks the Gid5-interacting tail. Shown is the region of the *S. cerevisiae* Gid complex (left) and *D. melanogaster* CTLH complex (right) where Gid8 interacts with Gid5. The corresponding tail is missing in Houki. For simplicity, only Gid5 and Gid8 are shown. Figure 5—source data 1.Results of Gid5 Phyre2 search against the human and *Drosophila *genome.

**Figure 5—figure supplement 1.**
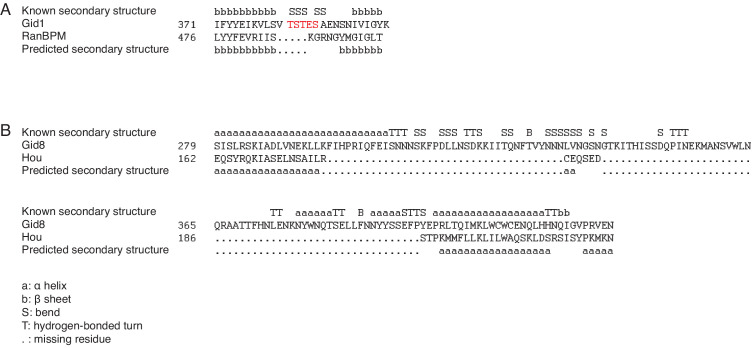
RanBPM and Houki lack key residues for CTLH complex formation. (**A**) RanBPM and Gid1 protein sequence alignments. Shown is the sequence alignment for RanBPM with the residues around the Gid1 loop that interacts with Gid4. The known and predicted secondary structures are shown as determined by Phyre. b, β sheet; S, bend;. , missing residue. (**B**) Houki and Gid8 protein sequence alignments. Shown is the sequence alignment for Houki with the residues in the Gid8 tail that interacts with Gid5. b, β sheet; S, bend; a, α helix; T, hydrogen-bonded turn;. , missing residue.

In considering the organization of the *Drosophila* CTLH complex, we were surprised by the lack of any putative Gid5 or Gid4, which are important for the scaffold and substrate recognition, respectively. In yeast, Gid4 is exchangeable with other substrate adaptors, such as Gid10. Because the substrate adaptor module interacts with the core of the Gid complex predominantly through Gid5, we focused on identifying a *Drosophila* Gid5 ortholog. However, initial BLAST searches with both *S. cerevisiae* Gid5 and *H. sapiens* ARMC8 failed to identify a putative ortholog, and so we turned Phyre2 to conduct a ‘BackPhyre’ structure-homology-based search for a *Drosophila* Gid5 with the search model provided by the recent structure of the *S. cerevisiae* Gid complex (Kelley et al., 2015; Qiao et al., 2020). Although *Drosophila* proteins were identified that contained the armadillo domains (which is the major fold in Gid5), none of these were convincing hits to Gid5 overall, predicted to interact with Gid8, or identified in our mass spectrometry data (Figure 4—source datas 1 and 2; Figure 5—source data 1). In contrast, the same search performed against the human genome easily identified ARMC8, which was predicted to interact with Gid8 (Figure 5—source data 1).

Prompted by our continued inability to identify a *Drosophila* Gid5 ortholog, we threaded RanBPM and Hou into the *S. cerevisiae* structure so that we could examine the predicted Gid5 interface. These proteins broadly shared predicted structures with their yeast counterparts (Figure 5C). Despite overall predicted similarities with the yeast structure, we found two differences at the predicted interface between RanBPM–Hou and Gid5–Gid4 (Figure 5D,E). First, in *S. cerevisiae*, Gid4 makes the majority of its contacts only with Gid5. Nonetheless, one loop in Gid1 extends out to interact with Gid4 (Qiao et al., 2020). In contrast, no such loop is predicted in *Drosophila* RanBPM, although the flanking β sheet strands appear to exist (Figure 5D, Figure 5—figure supplement 1A). Second, in *S. cerevisiae*, the scaffold module is composed of Gid1, Gid5, and Gid8. Here, most of the Gid8 C-terminus wraps around Gid5 and makes nearly all of the interactions with Gid5. This domain appears to be also absent from *Drosophila* Hou, despite structural similarity in the rest of the protein (Figure 5E; Figure 5—figure supplement 1B). The consequence of *Drosophila* Hou lacking this domain is that there is little predicted interaction between Hou and Gid5. Taken together, these analyses suggest that substrate recognition is likely different for the *Drosophila* CTLH complex than in other organisms and leaves open the question of how ME31B, Cup, and TRAL bind the E3 ligase.

### Association between the CTLH E3 ligase and ME31B/Cup does not require PNG kinase activity

Having identified the E3 ligase and E2 conjugating enzyme, we next turned to understanding how the destruction of ME31B was triggered by PNG activity. Because recent work has demonstrated that the PNG kinase phosphorylates ME31B, TRAL, and Cup (Hara et al., 2018), we explored the idea that this phosphorylation might stimulate an association between ME31B and the E3 ligase.

Consistent with a role for the E3 ligase binding a target protein, interaction between RanBPM and ME31B-GFP was unaffected by Kdo depletion (Figure 6A). However, the interaction between RanBPM and ME31B-GFP remained robust in *png^50^* embryos (Figure 6B). Similarly, when we immunoprecipitated endogenous Cup, we were able to detect an interaction with RanBPM in both wild-type and *png^50^* embryos (Figure 6C). Thus, we conclude that PNG activity is not required for the CTLH complex to recognize and interact with ME31B and Cup.

**Figure 6.**
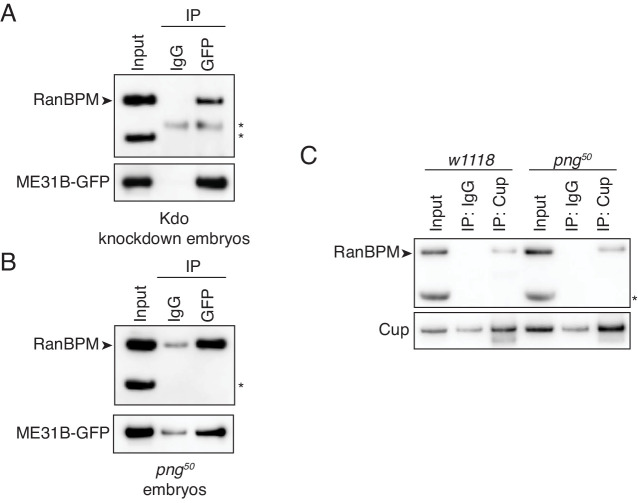
The interaction between ME31B and the CTLH complex does not depend on PNG. (**A**) The interaction between ME31B-GFP and RanBPM does not depend on Kdo. ME31B-GFP complexes were immunoprecipitated from 1–2 hr embryo lysates using α-GFP or IgG (as a control). Immunoprecipitations were performed in 1–2 hr embryo lysates with Kdo knocked down. *, non-specific band. (**B**) The interaction between ME31B-GFP and RanBPM does not depend on PNG. As in B, except in 1–2 hr *png^50^* embryo lysates. *, non-specific band. (**C**) The interaction between Cup and RanBPM does not depend on PNG. Complexes were immunoprecipitated from 1–2 hr lysates from wild-type (*w1118*) or *png^50^* embryos using α-Cup or IgG. Membranes were probed with α-Cup or α-RanBPM. *, non-specific band.

### Egg activation mediates the translational upregulation of *Kdo* via the PNG kinase

Given that PNG phosphorylation of ME31B could not explain how egg activation stimulated its association with the CTLH complex, we searched for alternative explanations, focusing on recent observations that PNG also mediates the translational upregulation of thousands of mRNAs at the oocyte-to-embryo transition (Eichhorn et al., 2016). We analyzed published ribosome profiling datasets (Eichhorn et al., 2016) for evidence of translational upregulation of CTLH components and *Kdo* mRNAs upon the oocyte-to-embryo transition. Known CTLH component mRNAs were either not affected or downregulated during egg activation (Figure 7—figure supplement 1), although we cannot exclude the hypothesis that unidentified components may be regulated by PNG.

In contrast, the most striking change occurred for translation of *Kdo* mRNA: although translation of *Kdo* mRNA was repressed through oogenesis, its translation increased 25-fold during the oocyte-to-embryo transition (Figure 7A), placing it in the top 10% of genes upregulated at this developmental transition. However, *Kdo* was not translationally upregulated in *png^50^*-activated embryos (Figure 7B), and its translation differed by more than 200-fold between wild-type and mutant-activated eggs. In fact, *Kdo* was the seventh-most affected transcript (Figure 7C), showing a similar dependence on PNG as *Smaug*, which encodes a well-known and important downstream target of PNG activity.

**Figure 7.**
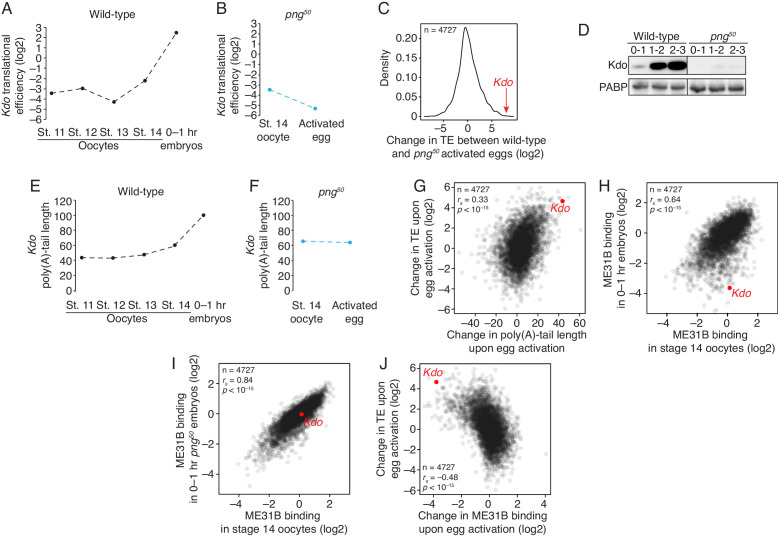
The PNG kinase mediates translational upregulation of *Kdo* at egg activation. (**A**) Translation of *Kdo* increases at egg activation. Translational efficiency of *Kdo* mRNA was measured in published ribosome profiling datasets (Eichhorn et al., 2016). Shown is the translational efficiency in stage 11, 12, 13, and 14 oocytes, and 0–1 hr embryos. (**B**) Translational upregulation of *Kdo* depends on PNG. As in A, except for *png^50^* stage 14 oocytes and activated eggs. (**C**) Translation of *Kdo* is highly dependent on PNG. Shown is a density plot of the difference in translational efficiency between wild-type and *png^50^* embryos. The difference in translational efficiency for *Kdo* mRNA is shown by an arrow. (**D**) Production of Kdo during embryogenesis depends on PNG. Staged wild-type or *png^50^* embryos were harvested at the indicated times after egg laying. Western blotting was performed on the lysates, probing for Kdo and PABP (as a loading control). (**E**) *Kdo* mRNA poly(A)-tail length increases at egg activation. As in A, except plotting poly(A)-tail lengths from Eichhorn, et al. (**F**) Lengthening of *Kdo* mRNA poly(A)-tail length depends on PNG. As in B, except plotting poly(A)-tail length. (**G**) Changes in poly(A)-tail length during egg activation correlate with changes in translation efficiency. Shown is scatter plot comparing, for each gene, the change in poly(A)-tail length between stage 14 oocytes and 0–1 hr embryos and the change in its translational efficiency. *Kdo* is highlighted in red. (**H**) ME31B changes upon egg activation. Shown is a scatter plot comparing ME31B binding to mRNAs in stage 14 oocytes and 0–1 hr embryos. *Kdo* is highlighted in red. (**I**) Changes in ME31B binding upon egg activation depend on PNG. As in H, except comparing ME31B binding in stage 14 oocytes and 0–1 hr *png^50^* embryos. (**J**) Changes in ME31B at egg activation correlate with changes in translational efficiency. Shown is a scatter plot comparing changes in ME31B binding between stage 14 oocytes and 0–1 hr embryos and changes in translational efficiency. *Kdo* is highlighted in red.

**Figure 7—figure supplement 1.**
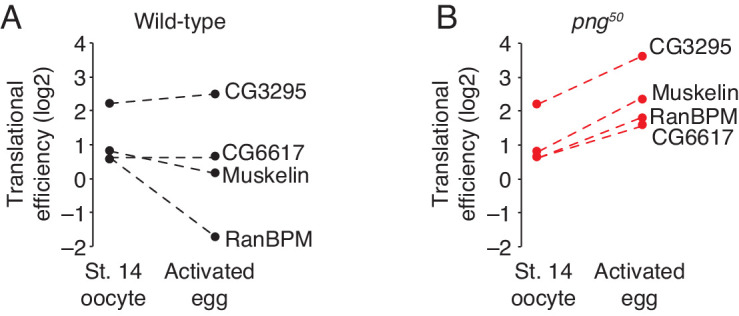
Translation of CTLH components does not increase during the oocyte-to-embryo transition. (**A**) Translation of CTLH components does not increase at egg activation. Translational efficiency of CTLH components was measured in published ribosome profiling datasets (Eichhorn et al., 2016). Shown is the translational efficiency in stage 14 oocytes and 0–1 hr embryos. (**B**) Translation of CTLH components is not stimulated by the PNG kinase. As in B, except for *png^50^* stage 14 oocytes and activated eggs.

Consistent with this analysis, when we probed Kdo protein levels, we were able to detect a dramatic increase in protein levels over the first 3 hr of embryogenesis in wild-type embryos, but we were unable to detect expression at any time point in *png^50^* mutant embryos (Figure 7D). Pointing to a role of post-transcriptional gene regulation, the poly(A) tail length on *Kdo* mRNA also doubled upon egg activation in a manner dependent on PNG. This result suggests that the translational increase is partially mediated by an increase in poly(A)-tail length (Figure 7E,F), which directly impacts translational changes during egg activation (Eichhorn et al., 2016).

We noted, however, that although a change in poly(A)-tail length partially explained the changes in translational efficiency (Figure 7G), it did not fully account for all of the translational changes at egg activation. Because we had previously found that ME31B is broadly associated with translational repression in the early embryo (Wang et al., 2017), we wondered if ME31B binding might also change during egg activation and if such changes could impact translation. To test this possibility, we immunoprecipitated ME31B-GFP complexes from stage 14 oocytes and sequenced bound transcripts, as we have done previously (Wang et al., 2017). 

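ME31B, a DEAD-box RNA helicase, was immunoprecipitated with the RNAs it bound from stage 14 oocytes, the mature oocytes that precede egg activation. The labels give a strain with eGFP-tagged ME31B, and the paper describes immunoprecipitating ME31B-GFP complexes. The methods, in contrast, name flies without the tag for these oocytes. The methods name anti-GFP antibodies for the RNA immunoprecipitation, but the label of the immunoprecipitate does not name its antibody and the labelled protocol names anti-GFP or IgG, so that taking it as the anti-GFP library is an assumption behind each occupancy. RNA from the immunoprecipitate and RNA from the input lysate, which was diluted to 1.1 mg/ml before the immunoprecipitation, were each sequenced as 1 library after rRNA depletion, with a stranded kit and 50-base single-end reads. The authors mapped the reads with STAR 2.5.2a to the dm6 build of the *Drosophila melanogaster* genome, quantified genes with Cufflinks 2.2.1 and deposited FPKM values, which divide the fragments of each gene by its transcript length and by the mapped reads of the library. The deposited table lists 16863 genes, of which 7110 had an FPKM of 0 in both libraries. The most abundant RNAs differed between the libraries, and the top 10 genes held 18.8% of the summed FPKM in the input and 11.8% in the immunoprecipitate. The number of reads per library is not given in the sources used here. Ratios of immunoprecipitate to input were counted in narrow bins for the 1054 genes above 0 and below 0.5 FPKM in both libraries. The most frequent bin, at 0.976, held only 40 genes, and the bin at 0.990 held 39. Both are near the ratio of 1 that equal numbers of reads would give in libraries of similar depth. Most of the 1054 genes lay outside these bins, so this is a weak guide to depth. For each gene, occupancy was taken as the immunoprecipitate FPKM divided by the input FPKM, on a log2 scale without a pseudocount, and was set beside the median gene because a ratio of FPKM values from separate libraries has no fixed zero. With 1 library per condition, no difference has a replicate check and no p-value was computed. Gene groups were instead described by the percentile of their median occupancy among 10000 random groups of the same size with matched expression. Expression here is the mean log2 FPKM of both libraries. It thus includes the immunoprecipitate, and the percentiles of several groups differ when matched on input FPKM alone. RNA carried down by control IgG was not analysed here, so nonspecific recovery is part of each value.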

We normalized bound RNA to total abundance to generate an overall occupancy. 

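Bound RNA spanned a wide range relative to abundance. Among RNAs with an input FPKM of at least 10, small structured RNAs left out, the highest occupancy belonged to *Uhg3*, a noncoding host of small nucleolar RNAs, at 31.8 FPKM in the input and a log2 occupancy 3.10 above the median gene. It was followed by *pncr013:4* at 3.09 and *LSm-4*, which encodes a subunit of the LSm RNA-binding ring, at 2.63. At the other end, CG5804 stood at −4.72 relative to the median gene, and the noncoding RNAs CR42491 and CR43603 at −4.35 and −3.92. CG5804 and CR42491 had 0.65 and 1.35 FPKM in the immunoprecipitate. Genes at or below 0.5 FPKM in either library were left out, so less bound RNAs are not ranked. The mRNA of *yl*, which encodes the yolk protein receptor of the oocyte, stood at −4.03, and that of *Dhc64C*, the dynein heavy chain, at −3.40. Those of *Taf1*, *Rbcn-3A*, *CG8184*, *Claspin* and *rictor* lay between −3.47 and −3.32. Their values in the immunoprecipitate were also low, from 1.23 FPKM for *CG8184* to 1.69 FPKM for *rictor*, as was that of *Dhc64C* at 1.91 FPKM. The spans of *Uhg3*, *pncr013:4*, *LSm-4*, CG5804, CR42491, CR43603, *yl*, *Taf1* and *Dhc64C* overlap other annotated genes, and reads in shared parts may be counted for either.

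Of the genes in the table, 6886 were above 0.5 FPKM in both libraries, 198 in the input only and 229 in the immunoprecipitate only. The median log2 occupancy of the 6886 genes was 0.33, an occupancy of 1.26, with quartiles at −0.29 and 0.89. By a fixed rule of size, 653 genes (9.48%) lay at least 2-fold above the median gene and 1048 genes (15.2%) at least 2-fold below it, so that 38.4% of these genes were on the upper side. On the scale without centring, 1395 genes had a log2 occupancy of at least 1 and 630 of at most −1, which places 68.9% on the upper side. Occupancy was weakly related to abundance, with a Spearman rho of 0.17 between log2 occupancy and input FPKM across genes, which are not independent replicates.

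**Figure D1:**
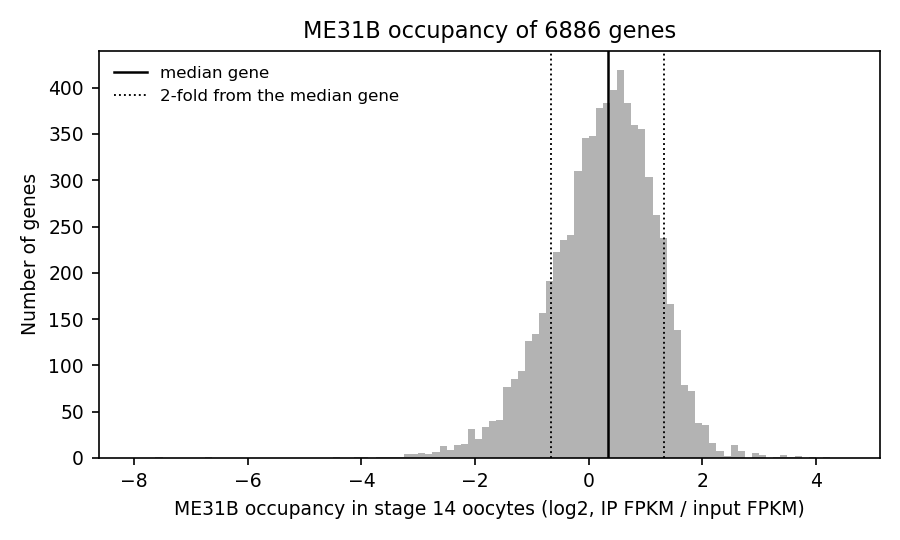
Number of genes (y axis) by ME31B occupancy in stage 14 oocytes (x axis, log2 of immunoprecipitate FPKM over input FPKM) for the 6886 genes above 0.5 FPKM in both libraries. The solid black line marks the median gene at 0.33, and the dotted lines 2-fold above and below it.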

Although ME31B-GFP binding in stage 14 oocytes was highly correlated with that measured previously in 0–1 hr wild-type embryos (Spearman r [*r_s_*]=0.66, p<10^–15^), its binding was even more similar in 0–1 hr *png^50^* embryos (*r_s_* = 0.84, p<10^–15^; Fisher’s r-to-z transformation: p<10^–15^; Figure 7H,I). These data indicate that although ME31B binds broadly similar transcripts in the oocyte and embryo, its binding does change at egg activation in a manner dependent on the PNG kinase. Moreover, we found that the change in ME31B-GFP binding at egg activation was strongly correlated with the change in translational efficiency (*r_s_* = –0.48, p<10^–15^) such that those mRNAs with diminished ME31B-GFP binding were translationally activated and those with increased binding were translationally repressed (Figure 7J). 

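In the oocyte, mRNAs of the cytosolic and of the mitochondrial ribosome lay on opposite sides of the median occupancy. Of 86 genes for cytosolic ribosomal proteins, 47 were at least 2-fold below the median gene, none was 2-fold above it, and the median of the group was −1.10 on the log2 scale, lower than in all random groups drawn from the same bins of expression (percentile 0). Those groups do not reach its abundance, as only 12 other protein-coding genes had an input FPKM at or above the lower quartile of the group. *RpLP1* was the lowest at −2.91, from 5190 FPKM in the input to 873 in the immunoprecipitate, *RpL24-like* the highest at 0.74, and *RpL41*, the most abundant, was at −2.06. Of 72 genes for mitochondrial ribosomal proteins, 23 were at least 2-fold above the median and 1, *mRpL2*, was 2-fold below it. The group median was 0.74, at percentile 99.97, and *mRpS5* was the highest member at 1.96. The call for mitochondrial ribosomal proteins ended when random groups were matched on gene span as well as expression, at percentile 95.9, and when a trend on gene span was removed, at percentile 56.8.

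Other mRNAs of the translation and protein folding machinery were also low. Of 43 genes for translation initiation and elongation factors, 13 were 2-fold below and 3 were 2-fold above the median, with a group median of −0.35 (percentile 0.08). *Ef1alpha48D*, the elongation factor that delivers aminoacyl-tRNA, was at −2.39, whereas *eIF-4E*, which encodes the cap-binding protein eIF4E, was at 1.17 and *eIF4AIII* at 1.09. Of 22 genes taken as chaperones, 8 were 2-fold below and 1 was 2-fold above the median, with a group median of −0.68 (percentile 0). *Hsp27* was at −2.69 and *Hsp22* at 1.26. The 31 proteasome genes had 7 members 2-fold below the median, among them *Rpn1* at −2.40, and none 2-fold above it. Their group median was −0.28 at percentile 0.43, or 11.6 when matched on input FPKM alone. Of 11 glycolytic enzymes, 4 were 2-fold below the median and none was 2-fold above it, with *Pgk* at −2.00. Their group median was −0.65 at percentile 1.64, or 5.06 with the same change of matching.

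Localized and patterning mRNAs of the oocyte did not stand apart as a group. Their median over 25 genes was 0.19 (percentile 81.4). *pgc*, which represses transcription in germ cells, was the only member 2-fold above the median, at 2.01, from 921 FPKM in the input to 4674 in the immunoprecipitate. *nos* was at 0.53, *bcd* at −0.45 and *tud* at −1.90. The group passed the upper limit, at percentile 98.5, when random groups were matched on gene span alone. Nuclear-encoded genes of the respiratory chain and ATP synthase had a median of 0.05 over 65 genes (percentile 7.52), with *UQCR-11* at 1.78 and *blw* at −2.15. The position of this group depended on the matching, at percentile 0.49 when matched on gene span alone and 63.0 when matched on input FPKM. Cyclins, CDKs and the APC/C had a median of −0.04 over 34 genes (percentile 12.7), with *APC10* at 1.11 and *shtd* at −2.66. The embryo libraries with which the paper compares these occupancies were not analysed here. From that comparison (Fig. 7H, I), the paper concludes that ME31B binding changes at egg activation and that the change depends on PNG.

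**Figure D2:**
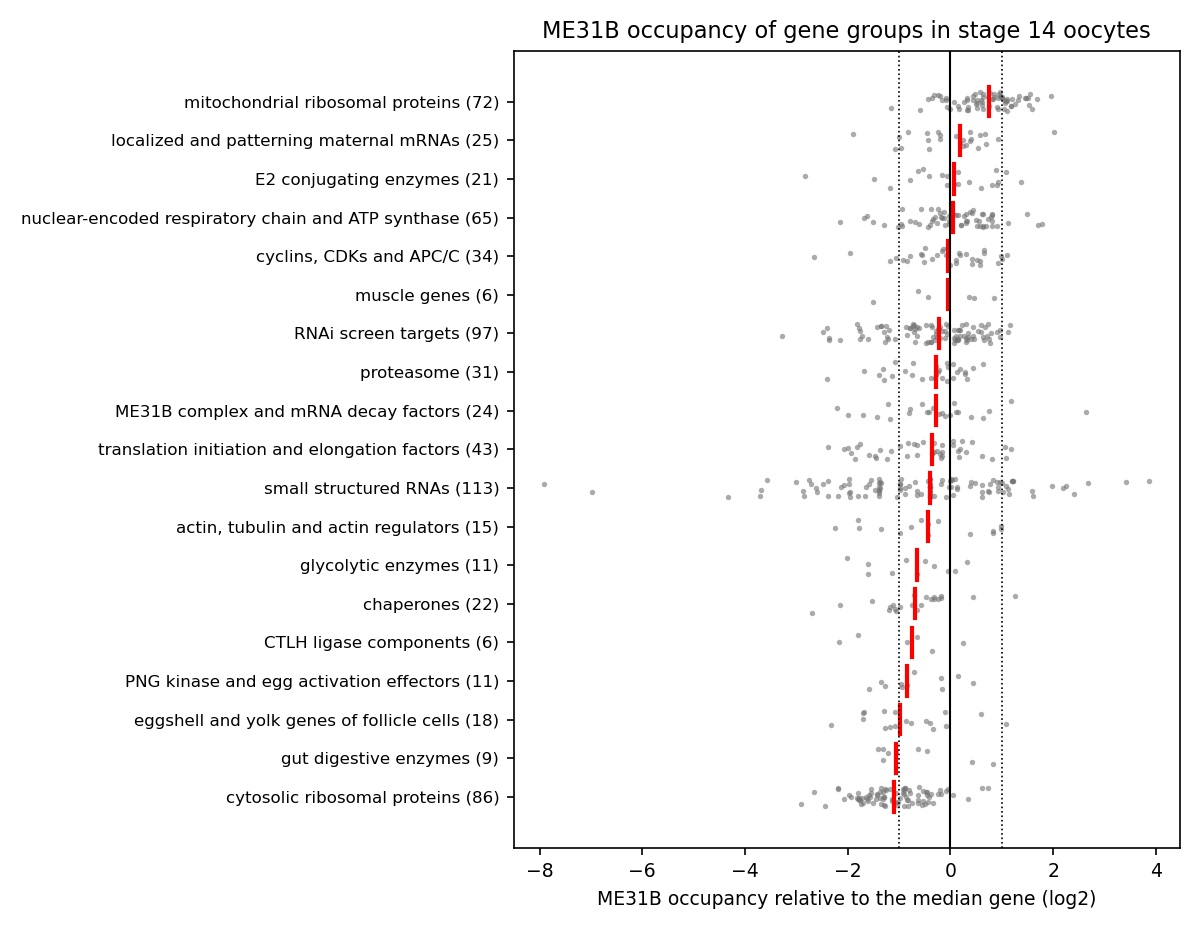
ME31B occupancy in stage 14 oocytes relative to the median gene (x axis, log2) for each gene group with at least 5 genes above 0.5 FPKM in both libraries. Each grey point is 1 gene, red bars are group medians, the number of genes is given after each name, and dotted lines mark 2-fold above and below the median gene; vertical scatter within a group has no meaning. Cytosolic ribosomal proteins have the lowest group median, at −1.10, and mitochondrial ribosomal proteins the highest, at 0.74.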

Importantly, this relationship held even after we controlled for changes in poly(A)-tail length (*r_s_* = –0.40, p<10^–15^). Thus, these analyses indicate that PNG activity at egg activation triggers two independent, albeit related, mechanisms for altering translation: changing poly(A)-tail length and altering ME31B binding.

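The mRNAs of the PNG kinase and of genes acting at egg activation, taken as 1 group, had a median occupancy below that of the median gene. Of 11 such genes, 9 lay below the median gene, and the 2 above it were the kinase subunits *gnu* and *plu*. The group median of −0.85 was at percentile 0.34 of expression-matched random groups. *pum*, which encodes the translational repressor Pumilio, was at −1.59, *zld*, the activator of the zygotic genome, at −1.34, and *cort*, a meiotic APC/C activator, at −1.28, each more than 2-fold below the median. *mtrm* was at −0.97 and *smg*, which encodes the repressor Smaug, at −0.94. Of the subunits of the kinase itself, *png* was at −0.70, *gnu* at 0.14 and *plu* at 0.45. The mRNAs of *wisp*, the cytoplasmic poly(A) polymerase, and *dhd* were at −0.19 and −0.17, and that of *brat*, another translational repressor, at −0.85, with *dhd* reaching 12458 FPKM in the input. Among mRNAs of ME31B and its partners, *me31B* was at −0.23, *tral* at −1.69 and *cup* at −1.44. Of 24 genes of the ME31B complex and mRNA decay, 6 were 2-fold below and 2 were 2-fold above the median, with a group median of −0.29 (percentile 2.82, and under the alternatives from 1.98 among genes above 5 FPKM to 35.7 when matched on gene span). The spans of *cup* and *cort* overlap each other, and reads in the shared part could be counted for either.

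**Figure D3:**
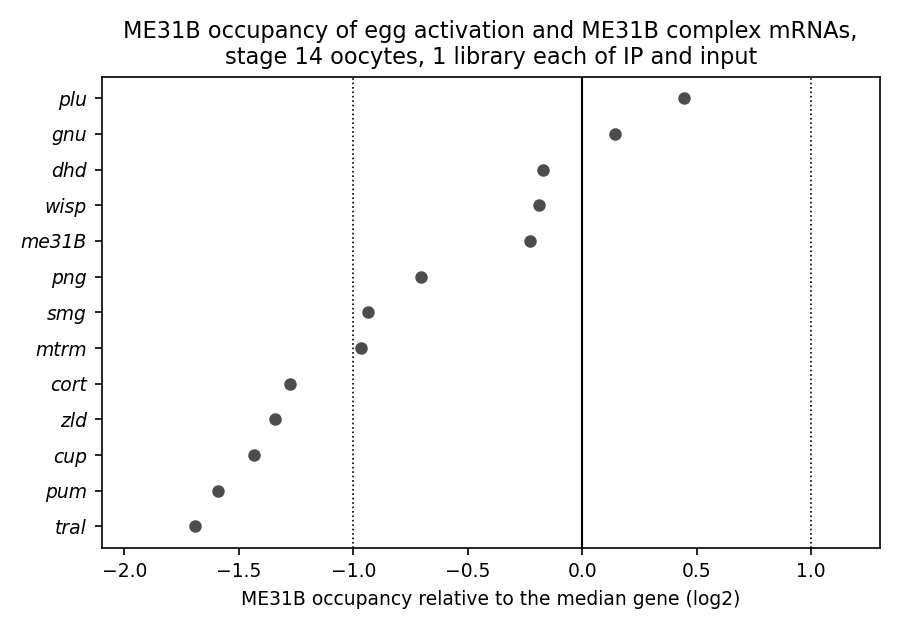
ME31B occupancy in stage 14 oocytes relative to the median gene (x axis, log2) for PNG kinase subunits, egg activation genes and *me31B*, *tral* and *cup*, with 1 library each of immunoprecipitate and input and therefore no error bars. Dotted lines mark 2-fold above and below the median gene; *plu* at 0.45 is the highest and *tral* at −1.69 the lowest.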

Importantly, as with poly(A)-tail length, ME31B-GFP binding to *Kdo* mRNA also changed upon egg activation and was substantially reduced in a PNG-dependent manner (Figure 7H,I). Taken together, these data suggest that, during oogenesis, ME31B, presumably via Cup and TRAL, acts to repress translation of *Kdo* mRNA and thus suppress production of its own E2. Upon egg activation, PNG activity not only leads to extension of the *Kdo* mRNA poly(A) tail, but also stimulates the dissociation of ME31B from the transcript. Together, these two activities likely promote translation of *Kdo*, setting the stage for clearance of deposited ME31B, TRAL, and Cup.

## Discussion

ME31B, Cup, and TRAL are RNA-binding proteins that are degraded during the MZT. Despite occurring several hours after egg laying, degradation of these proteins is triggered by egg activation through the activity of the PNG kinase and appears to be mediated by the ubiquitin-proteasome system (Figures 1 and 2). Through a medium-scale RNAi screen, we identified that the E2 conjugating enzyme Kdo is required for the clearance of ME31B, TRAL, and Cup (Figure 3). Kdo is conserved from yeast to humans and, as in those systems (Kaiser et al., 1994; Lampert et al., 2018), appears to work with the CTLH complex, which acts as the E3 ligase. Components of the CTLH complex physically interact with ME31B and Cup, and the CTLH complex is also required for the degradation of ME31B, TRAL, and Cup during early embryogenesis (Figure 4). Structure-based homology suggests that, despite its conservation from yeast to humans, the *Drosophila* CTLH complex has an unusual architecture, and it remains unclear how it recognizes its substrate (Figure 5). The association of CTLH with ME31B occurs in the absence of PNG activity, suggesting that, although ME31B (as well as TRAL and Cup) are phosphorylated by the kinase, phosphorylation may not be required for their destruction (Figure 6). Instead, translation of *Kdo* appears to be suppressed during oogenesis by its short poly(A) tail length and binding of ME31B. Its translation is dramatically upregulated at the oocyte-to-embryo transition, in a process that depends on PNG activity (Figure 7). Together, these data suggest a model that egg activation via the PNG kinase leads to translational activation and production of Kdo, which then allows the CTLH complex to ubiquitinate ME31B, TRAL, and Cup and ultimately leads to their destruction (Figure 7K). Interestingly, based on RNA-seq data from FlyBase (FlyBase Consortium et al., 2019), Muskelin shows exquisite tissue-specificity and is only strongly expressed in the ovaries. This observation, together with the translational control of *Kdo*, may partly explain how ME31B, a ubiquitous protein, is specifically destabilized in the early embryo.

Although the CTLH complex is conserved, it has not yet been studied in *Drosophila*. Our data point to this complex being composed of multiple components (Muskelin, RanBPM, Houki, Souji, and Katazuke), as in other organisms. However, due to a lack of available reagents, we do not know about the stoichiometry of these components, and it remains possible that there are additional, *Drosophila*-specific components. Nonetheless, so far, the CTLH complex in *Drosophila *appears different than the human and yeast complexes. Although Gid7 and WDR26 are important in the yeast and human versions, respectively, and we identified a *Drosophila* ortholog (CG7611), we found no evidence of its association with ME31B or requirement for ME31B degradation; the role of CG7611 in the *Drosophila* CTLH complex warrants further investigation. We were also unable to identify orthologs of Gid4 and Gid5, which are critical for substrate recognition in *S. cerevisiae* (Lampert et al., 2018; Maitland et al., 2019; Santt et al., 2008). Intriguingly, the residues and domains important for the Gid1–Gid4 and Gid8–Gid5 interactions in budding yeast appear absent to be in RanBPM and Hou, raising the fundamental question of how the *Drosophila* CTLH complex recognizes and positions its substrate proteins. Answering this question will require future investigation and may shed light on other proteins targeted by the *Drosophila* CTLH complex and the extent to which ME31B, a ubiquitously expressed protein, is targeted outside of the MZT.

One unexpected result is the role of PNG in mediating the destruction of ME31B, TRAL, and Cup. PNG phosphorylates all three proteins (Hara et al., 2018), and so our initial hypothesis was that this modification also stimulated their destruction. However, contrary to our expectations, ME31B and Cup interacted with the CTLH complex even in *png^50^* embryos, demonstrating that phosphorylation by PNG was not required for binding of ME31B and Cup by the E3 ligase. An unresolved question, then, is how PNG phosphorylation affects the activities of ME31B, TRAL, and Cup. Intriguing observations from the Orr-Weaver lab suggest that the modification can impact the ability of these proteins to repress gene expression (Hara et al., 2018). It is tempting to speculate that phosphorylation may then contribute to the MZT by modulating the activities of ME31B, TRAL, and Cup, rather than their stability.

The link between PNG and the destruction of ME31B, TRAL, and Cup instead appears to be mediated through the translational upregulation of *Kdo*. Although PNG may contribute through other, as-yet undiscovered, mechanisms as well (such as phosphorylating unknown CTLH adaptor proteins), this link is sufficient to explain the PNG requirement for ME31B degradation: in the absence of Kdo, ME31B is stable during the MZT, and in the absence of PNG, Kdo is not detectably expressed. An important question for the future will be to understand what elements in the *Kdo* mRNA are responsible for its translational repression during oogenesis. One hint may be that the 3'UTR of *Kdo* contains several putative Pumilio-binding sites, and translation of *Kdo* is upregulated in ovaries where Pumilio has been knocked down (Flora et al., 2018). Pumilio is also a target of PNG (Hara et al., 2018), and so a possible model is that translational repressors, such as Pumilio, are phosphorylated and inactivated at egg activation, leading to the production of Kdo.

PNG also mediates the translational upregulation of key MZT effectors: Zelda, the pioneer transcription factor, and Smaug, an RNA-binding protein that targets nearly two-thirds of the maternal transcriptome for degradation (Chen et al., 2014; Eichhorn et al., 2016; Tadros et al., 2007). Together with our results, a picture is emerging that egg activation stimulates the production of multiple key factors that are important for clearing the maternal RNA and protein dowry and for producing zygotic gene products.

Although the MZT has typically been considered from the perspective of RNA, a role for maternal protein clearance is becoming clearer. Over the past few years, the list of proteins degraded during the *Drosophila* MZT has grown and now includes GNU, Matrimony, Cort, Smaug, ME31B, TRAL, and Cup (Benoit et al., 2009; Hara et al., 2017; Pesin and Orr-Weaver, 2007; Wang et al., 2017; Whitfield et al., 2013). Unbiased mass spectrometry experiments also suggest that Wispy and Dhd are also robustly degraded (Sysoev et al., 2016). As this list of proteins in *Drosophila* and other developmental systems increases, a new question is emerging: how many maternally deposited proteins are degraded during the MZT? Understanding the mechanisms controlling protein degradation during the MZT as well as the impact of removing the maternal protein dowry will be key issues to explore in the future.

## Materials and methods

### *Drosophila* fly stocks

Fly stocks were maintained in a 25°C incubator with 65% humidity.

### Microscopy

Male flies from the TRiP stocks were crossed with the ME31B-GFP driver line. Female flies from this cross were collected and crossed with *w1118* males. For egg collection, flies were transferred in the morning to egg-collection chambers on apple juice/agar plates. Flies were allowed to lay eggs for 1 hr. Eggs were collected into cell strainers, washed with 1X PBS, dechorionated with 25% bleach, and washed with 1X PBS. Dechorionated eggs were transferred onto a glass slide and covered with halocarbon oil 700 (Sigma). Images were taken on a ZEISS SteREO Discovery.V8 microscope with X-Cite 120Q fluorescence illumination system (Exelitas Technologies). For the RNAi screen, phenotypes were scored qualitatively (Figure 2—source data 1). Quantitation of images was performed using ImageJ, and the data were subsequently processed in R using in-house scripts.

### Isolation of stage 14 oocytes

Stage 14 oocytes were isolated from a large-scale *Drosophila* culture established with *w^1118^* flies and were homogenized in lysis buffer B (with protease inhibitor cocktail (BioShop) and additional freshly added protease inhibitors [100 µM Leupeptin, 100 µM Chymostatin, 4 mM Benzamidine HCl, 3 µM Pepstatin; Sigma] and SUPERase-In RNase inhibitors). The homogenized lysates were clarified at 15,000 rpm, 4°C for 15 min, and the supernatant was stored at –80°C.

### Isolation of embryos

Embryos were collected at various time points post-egg laying, dechorionated with bleach, and washed with 0.1% Triton X-100. Embryos were then homogenized in lysis buffer B (150 mM KCl, 20 mM HEPES-KOH pH 7.4, 1 mM MgCl_2_, 1 mM DTT, complete mini EDTA-free protease inhibitors), and were clarified at 15,000 rpm, 4°C for 15 min. The supernatant was stored at –80°C.

### Western blotting

The rabbit anti-Kdo antibody was generated by Pacific Immunology. For western blotting, it was used at 1:10,000. Rat anti-Cup (a gift of C. Smibert) was used at 1:5000. Mouse anti-ME31B antibody (a gift of K. Nakamura) was used at 1:5000. Rabbit anti-TRAL (a gift of K. Nakamura) was used at 1:5000. Rabbit anti-eIF4E (a gift of E. Izaurralde) was used at 1:10,000. Rabbit anti-PABP (a gift of E. Izaurralde) was used at 1:10,000. Rabbit anti-RanBPM (a gift of P. Lasko) was used at 1:10,000. Mouse anti-GFP (Roche) was used at 1:1000. Mouse anti-ubiquitin (ThermoFisher Scientific) was used at 1:5000.

### Immunoprecipitations

For immunoprecipitations to probe for interactions with Cup or ME31B-GFP, pre-made lysates (described above) were diluted to 1.0 mg/ml, and then incubated with anti-GFP (Roche) or rabbit IgG (Abcam) for 1 hr, rotating at 4°C. EZView protein G affinity beads (Sigma) were washed 3X with lysis buffer, and 25 μl of slurry was added to the lysate-antibody mixture and incubated for 1 hr, rotating at 4°C. Beads were washed three times with lysis buffer and transferred to a new tube. For western blot analysis, the beads were boiled in loading sample buffer and reducing agent, and immunoprecipitates were loaded onto an SDS-PAGE gel. For ME31B and RanBPM, 2.4% input and 17% IP were loaded.

For immunoprecipitations to test for ubiquitination, pre-made lysates (from above) were incubated at 4°C with anti-GFP or rabbit IgG for 1 hr, rotating. EZView protein G affinity beads were instead washed 2X with RIPA buffer, and then 25 μl of the slurry was added to the lysate-antibody mixture. The lysate-antibody mixture with the beads was diluted with RIPA buffer supplemented with 50 μM PR-619 and protease inhibitors, then incubated for another hour at 4°C, rotating. After incubation, the beads were washed three times with supplemented RIPA buffer and transferred to a new tube. Beads were boiled in loading sample buffer and reducing agent, and immunoprecipitates were loaded on an SDS-PAGE gel. To probe for ubiquitin, 3% input and 20% IP were loaded; to probe for GFP, 1% input and 10% IP were loaded; to probe for eIF4E, 3% input and 10% IP were loaded.

For RNA immunoprecipitation, the beads were blocked overnight with salmon ssDNA and incubated with anti-GFP antibodies. Stage 14 oocyte lysates were diluted to 1.1 mg/ml, and then incubated with conjugated beads for 2–3 hr, rotating at 4°C. Beads were washed six times with the lysis buffer.

### Tandem mass spectrometry

Immunoprecipitates were sent to SPARC BioCentre (SickKids) for LC/MS/MS analysis as described previously (Wang et al., 2017). Briefly, immunoprecipitates were reduced with 10 mM DTT and then treated with 10 mM iodoacetemaide. Samples were digested in solution with trypsin. Mass spectrometry was performed on Q Exactive with dynamic exclusion. Peptides were searched with Sequest against the *Drosophila* uniprot database, and spectral counts were reported. Ubiquitin peptides were manually identified by mapping to ubiquitin-regions of fusion genes.

### RNA sequencing

RNA was extracted from immunoprecipitates and input lysate using TRI-reagent. 

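In the sequenced libraries, *Act5C*, which encodes a cytoplasmic actin, had 1300 FPKM in the input and 828 FPKM in the immunoprecipitate, a log2 occupancy of −0.65. This was 0.99 below the median gene on the log2 scale, and 15.6% of the 6886 genes had a lower occupancy. Of 15 genes for actin, tubulin and actin regulators, 4 were 2-fold below the median gene and none was 2-fold above it. *Act42A*, a near-identical actin that may share reads with *Act5C*, was at −1.34, and the tubulin gene *betaTub56D* at −1.80. The actin-binding genes *tsr* and *cib* were at 0.98 and 0.99, and *zip*, which encodes a myosin heavy chain, was the lowest at −2.25. The group median was −0.44, at percentile 5.14 of expression-matched random groups, or 0.78 with no filter and a pseudocount of 0.5. These ratios compare the immunoprecipitate with the input, and RNA from control IgG beads was not analysed here.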

To assess the enrichment of the RNA-immunoprecipitation, a fraction of the RNA was treated with DNase and used for RT-qPCR to ensure enrichment of *Act5C* transcripts. After verifying the quality of the RNA-immunoprecipitation, the RNA was subjected to Ribo-Zero Gold rRNA depletion according to the manufacturer’s protocol. Libraries were then generated using Illumina’s TruSeq stranded mRNA library preparation kit according to the manufacturer’s protocol and sequenced at The Center for Applied Genetics (SickKids).

### Computational analyses

Libraries were pooled and sequenced on an Illumina HiSeq 2500 by The Centre for Applied Genomics at The Hospital for Sick Children. 50 base-pair single-end reads were demultiplexed and converted to FASTQ format using bcl2fastq2 v2.17 (Illumina). Library quality was inspected using FastQC v0.11.5 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Reads were trimmed for quality and clipped for Illumina adaptors using TrimmomaticSE version 0.36 (Bolger et al., 2014). Surviving reads were mapped by STAR 2.5.2a (Dobin et al., 2013) to the *D. melanogaster* genome obtained from UCSC on 7 August 2016. Genes were quantified using Cufflinks 2.2.1 (Trapnell et al., 2010). Downstream analyses were then performed with R version 3.1.2, using in-house scripts. Occupancies were calculated for each gene by dividing the IP FPKM by the input FPKM. When calculating occupancy, all the genes were filtered such that only genes with greater than 0.5 FPKM were included in the analysis. High-throughput sequencing data described in this paper are available from the GEO: GSE83616 (Eichhorn et al., 2016), GSE98106 (Wang et al., 2017), and, for the data prepared in this paper, GSE140436.

### Protein structure predictions and visualizations

RanBPM and Hou were visualized using standard Phyre2 parameters (Kelley et al., 2015). Outputs were visualized using Pymol and compared with the Gid complex (Qiao et al., 2020).

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE140436. All data generated during this study are included in the manuscript and supporting files. Source data files have been provided for Figures 2 and 4. The following dataset was generated: ZavortinkMRuttLNDzitoyevaSBarringtonCBilodeauDYChenXLWangMRisslandOS2019Me31B interaction with Kondo in stage 14 oocytesNCBI Gene Expression OmnibusGSE140436 The following previously published datasets were used: EichhornSWSubtelnyAOKronjaIOrr-WeaverTLBartelDP2016mRNA Poly(A)-tail Changes Specified by Deadenylation Broadly Reshape Translation in Drosophila Oocytes and Early EmbryosNCBI Gene Expression OmnibusGSE8361610.7554/eLife.16955PMC498882927474798 WangMLyMLugowskiARisslandOS2017ME31B/DDX6 globally represses maternal mRNAs by two distinct mechanisms during the Drosophila maternal-to-zygotic transitionNCBI Gene Expression OmnibusGSE9810610.7554/eLife.27891PMC577922628875934

## Additional files

Transparent reporting form

How the deposited data were processed for this re-analysis (not part of the article)

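The measurements are of RNA bound by ME31B in stage 14 oocytes, from 1 immunoprecipitate library and 1 input library. The immunoprecipitate was taken as anti-GFP from the methods, since its label does not name an antibody and the labelled protocol names anti-GFP or IgG. The strain was taken from the labels as one with eGFP-tagged ME31B, and the paper's results describe immunoprecipitated ME31B-GFP complexes. The methods, in contrast, name flies without the tag for stage 14 oocytes. The authors prepared both after rRNA depletion with a stranded kit and sequenced 50-base single-end reads. According to the methods and the submitters' processing notes, reads were converted with bcl2fastq 2.17, mapped with STAR 2.5.2a to dm6 and quantified with Cufflinks 2.2.1, with later steps in R 3.1.2. The deposited values are FPKM per gene, 1 column for each library, with no further scaling between the libraries stated and no filter on low genes. The columns sum to 1072660 FPKM in the input and 1131580 FPKM in the immunoprecipitate. The annotation release, the handling of reads with several positions and the use of strand in the counting are not given in the sources used here. Reads from overlapping genes or near-identical paralogs, such as actins or histones, can therefore be shared between genes, and FPKM of RNAs not much longer than a read depend strongly on the length assumed. Read numbers per library are not given either, so no counting interval could be attached to a value.

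From these values, occupancy was computed as immunoprecipitate FPKM over input FPKM for the 6886 genes above 0.5 FPKM in both libraries, following the paper's methods, which do not say in which library the minimum applies. Values were taken as log2 without a pseudocount and centred on the median gene. With 1 library per condition there is no replicate check, so genes were counted by a fixed rule of size, at least 2-fold from the median gene, and no p-value was computed. A total of 24 gene lists was written down before the data were examined, as were the rule for named genes and the alternatives tried, except where the closing section says otherwise. For each list with at least 5 genes kept, the median was placed among 10000 random lists of the same size. These were matched in 20 bins of the mean log2 FPKM of both libraries. A list was called apart below percentile 2.5 or above 97.5. These percentiles describe the libraries and are not tests of the conditions. Named genes are those the paper names, the 10 highest and 10 lowest with an input FPKM of at least 10, small structured and mitochondrially encoded RNAs left out, and the highest and lowest member with an input FPKM of at least 1 of each list with at least 3 genes kept, and other list members given as examples, such as *RpL41*, *nos*, *bcd*, *Act42A*, *betaTub56D*, *tsr* and *Cp15*, were chosen after their values were seen. Fig. 7 had been seen when the rule was written, and not every gene it takes is reported.

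Gene symbols were matched to the RefSeq gene table of Release 6 by symbol, or by a synonym or locus tag that belongs to 1 gene, for 6839 of the 6886 genes. Names, biotypes, coordinates and genomic spans come from that table. The span includes introns and is not a transcript length. Members of the RNAi screen list were read from Figure 2—source data 1. The list of chaperones was taken by name and includes *Cct1* and *Cct2*, which encode phosphocholine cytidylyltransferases; without them the list median stayed below percentile 2.5. Members of the list of mitochondrially encoded RNAs were not found among the gene names. Rules for synonyms, the bound below which values count as equal and the matching of lists on span were set after the data were examined. Transcript length, UTR, GC content and Pumilio motif were not examined because no transcript annotation or sequence was used.

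The list statistic was tested on simulated occupancies for the same 6886 genes. These were drawn independently for each gene, without relation to expression or span. List members were picked at random, and fewer random lists were drawn than for the real lists. The rates below therefore check the computation. They are not error or detection rates for the real lists, whose members may vary together. With no shift planted, 4.50%, 4.50% and 7.50% of 200 lists of 6, 20 and 80 genes were called apart in either direction. With a shift of 0.5 on the log2 scale, 24.0%, 50.5% and 98.0% of such lists were called higher, so that shifts of this size were often missed in small simulated lists. With a shift of 1, 69.5%, 99.0% and 100% of such lists were called higher, and with a shift of −1, 60.0%, 98.0% and 100% were called lower. Of 100 genes planted 4-fold higher and 100 planted 4-fold lower, 100 and 100 passed the 2-fold rule, as did 12 of 6686 genes that were not planted. The noise in that check was chosen by hand, below the standard deviation of 0.92 of log2 occupancy across genes. Its counts follow from that choice and check the computation only. They give no error rate for the genes counted by the rule, whose noise is unknown with 1 library per condition. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.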

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

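Every test in this part was chosen after the occupancies had been examined, and the joint matching of span and abundance and both tests of the span trend also after related test results had been seen. No biological explanation was tested, since the design has 1 oocyte stage and 1 genotype.

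Genes outside those the paper discusses gave signal in the immunoprecipitate above the input. The mRNAs of mitochondrial ribosomal proteins had a median log2 occupancy 0.74 above the median gene. Among single genes with an input FPKM of at least 10, small structured RNAs left out, the highest were *Uhg3* at 3.10 above the median, *pncr013:4* at 3.09, *LSm-4* at 2.63, CR43496 at 2.29, *Atf6* at 2.24, *Pbp49* at 2.23, CG14464 at 2.22, CG4186 at 2.19, CG14545 at 2.04 and *arx* at 2.03. The spans of *Uhg3*, *pncr013:4*, *LSm-4*, CR43496 and *Pbp49* overlap other genes.

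The mRNAs of cytosolic and mitochondrial ribosomal proteins lay on opposite sides of the median. Gene span as the whole cause is argued against for the cytosolic list, at percentile 0 of random lists matched on span, and less firmly for the mitochondrial list, at 99.4. For the cytosolic list, an effect of high abundance cannot be told apart from the identity of the mRNAs, because only 12 other protein-coding genes had an input FPKM at or above the lower quartile of the list; their median was −0.30, against −1.10 for the list. For the mitochondrial list, span and abundance together may account for the position, since it lay at percentile 95.9 when random lists were matched on both. Removing a trend on span moved its median from 0.74 to 0.27, at percentile 56.8 of expression-matched lists.

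Occupancy was lower for protein-coding genes with a longer genomic span, with a Spearman rho of −0.45 across 6550 genes, which are not independent replicates. The median relative to the median gene was 0.57 for 655 genes under 1000 bp, 0.35 from 1000 to 2000 bp, −0.05 from 2000 to 4000 bp, −0.44 from 4000 to 8000 bp, −0.43 from 8000 to 16000 bp and −0.62 for 568 genes of at least 16000 bp. Noise at low abundance as the whole cause is argued against by a rho of −0.29 in the fifth of genes with the highest input FPKM. An effect of unreliable FPKM of very short transcripts cannot be told apart from the trend, because span is not transcript length; a rho of −0.43 among genes of at least 1000 bp and of −0.28 among genes of at least 2000 bp goes against it, whereas rho was −0.06 among genes of at least 5000 bp. Uneven recovery or breakage of long RNAs and a preference of ME31B both stay open, as neither was tested.

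The 100 genes annotated as long noncoding RNAs had a median 0.92 above the median gene, with 46 at least 2-fold above it and 6 at least 2-fold below it. Short span as the whole cause is argued against by percentile 100 of random lists matched on span. Low abundance is argued against by the 25 with an input FPKM of at least 10, whose median was 1.22, also at percentile 100. Reads from overlapping genes as the whole cause are argued against by the 34 that overlap no other gene, whose median was 0.59, at percentile 100 of expression-matched lists. That median was below the 0.92 of all 100 and near the 0.57 of protein-coding genes under 1000 bp. Span was not matched in this test, so a part from overlap, or overlap together with short span, stays open. Nonspecific recovery was not tested and stays open.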

How the results depend on the processing

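The alternatives that use gene span, the counts at an input FPKM of at least 10 and the chaperone list without 2 members were chosen after the data were seen, and the others before. No paired analysis was possible because each condition has 1 library. Without a filter, with pseudocount 0.5, 16863 genes entered, of which 1461 were 2-fold above and 662 were 2-fold below the median, so 68.8% lay above; the median gene there had a log2 occupancy of 0, as 7110 genes had 0 FPKM in both libraries. The uncentred scale gave 1395 and 630, a threshold of 1.5-fold 1639 and 1808, and one of 3-fold 123 and 410. Of 19 lists with a percentile, 10 were called low, 1 high and 8 neither. The median of small structured RNAs lies at a ratio shared by 14 of its 113 members, so its low call is not used. Again without a filter and with pseudocount 0.5, the proteasome was at percentile 10.4, chaperones at 28.4 and small structured RNAs at 50, but these 3 list medians were exactly 0, the value of members at 0 FPKM in both libraries (13 of 48, 10 of 35 and 384 of 555), and say nothing about the members measured. Actin and tubulin genes were at 0.78 and gut enzymes at 0.07. With a filter on the input only and pseudocount 0.1, eggshell and yolk genes were at 8.29. ME31B complex and decay genes were at 1.98 above 5 FPKM and at 2.16 with protein-coding scaling. Against unmatched random lists, CTLH components were at 5.03, the proteasome at 8.39, glycolytic enzymes at 2.92, RNAi screen targets at 3.10 and gut enzymes at 0.40. Matched on input FPKM, the proteasome was at 11.6, glycolytic enzymes at 5.06 and gut enzymes at 1.80. Matched on gene span, glycolytic enzymes were at 5.81, screen targets at 11.9, localized mRNAs at 98.5, respiratory chain genes at 0.49 and gut enzymes at 0. Matched on span and expression, the values were 3.21 for glycolytic enzymes, 11.1 for screen targets, 95.9 for mitochondrial ribosomal proteins, 0.85 for respiratory chain genes and 0.05 for gut enzymes. As residuals on span, mitochondrial ribosomal proteins were at 56.8, glycolytic enzymes at 9.88 and gut enzymes at 0.11. The cause of the other moves was not tested. Among list percentiles under alternatives, 177 kept their side of the limits, 12 moved past them and 17 no longer passed, and none was called on the opposite side. Correction for transcript length and the comparison with transcript features were not run, since no transcript annotation was used. Upper-quartile scaling shifted the median gene by −0.65 and moves no centred value, and protein-coding scaling shifted it by −0.16.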

Differences from the paper's values

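The paper's methods used RT-qPCR to check that *Act5C* transcripts were enriched by the immunoprecipitation, and do not name the reference sample. In the libraries, *Act5C* had a log2 occupancy of −0.65 against the input, and it was 0.99 below the median gene. The comparison with IgG was not analysed here.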

Other observations

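The matching of random groups on gene span and the correction for it are the comparisons here chosen only after the data were seen. The mRNAs of the CTLH E3 ligase were, as a group, less bound by ME31B than the median gene in stage 14 oocytes. Of the 6 components, 5 lay below the median gene. *RanBPM*, which the paper places in the scaffold domain, was 4.48-fold below it, at 35.4 FPKM in the input and 9.96 FPKM in the immunoprecipitate, and *muskelin* was 3.46-fold below it, at 128 and 46.7 FPKM. CG3295 was at −0.84 on the log2 scale, CG31357 at −0.66, CG7611 at −0.35 and CG6617 at 0.24. The group median of −0.75 was at percentile 1.11 of expression-matched random groups, or 5.03 of unmatched ones. Of 21 genes for E2 ubiquitin-conjugating enzymes and related proteins, 11 were above and 10 below the median gene, with *CG7220* at 1.37, *Ubc10* at 1.09 and *Bruce* at −2.84. Their group median was 0.06 (percentile 12.7). The targets of the paper's RNAi screen had a median of −0.22 over 97 genes (percentile 0.48, or 11.1 when random groups were also matched on gene span), with 22 at least 2-fold below the median, among them *poe* at −3.28, and 2 at least 2-fold above it, of which *dgrn* was the higher at 1.16. Among other genes the paper names, *pAbp* was at −0.81, *Rpn10* at −1.07 and *Rpn11* at −0.22.

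Genes listed as markers of other cells were seen at differing levels, and which of them the oocyte itself expresses was not established here. Of 29 eggshell and yolk genes of follicle cells, 18 were above 0.5 FPKM in both libraries, the most abundant being *Cp15* at 520.3 FPKM in the input. Their median was −0.97 (percentile 0.34, or 8.29 with a filter on the input only and pseudocount 0.1), with *Femcoat* at −2.33. Of 18 gut digestive enzymes, 9 were kept, the most abundant being *alphaTry* at 20.1 FPKM, with a median of −1.06 (percentile 6.75, and between 0 and 1.80 without a filter, without matching, under each other matching and after correction for gene span). Of 17 muscle genes, 6 were kept, the most abundant being *Mlc2* at 2.21 FPKM, with a median of −0.04 (percentile 76.3). Of 15 fat body and hemolymph genes, 1 was kept, *LpR2* at −0.25, and of 10 neural genes none was. Of 19 early zygotic genes, 1 was kept, *slam* at −0.58.

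Small structured RNAs covered the widest range. Of the 113 kept, the 14 nearest the list median shared a ratio of immunoprecipitate to input from 0.960 to 0.963, as equal and small read numbers would give, so the list median is not read as an occupancy. Among all 113, 41 were at least 2-fold below the median gene and 18 at least 2-fold above it. Ratios of small read numbers can shape these counts as well, so they are not read as a shift of the list. The RNA of RNase MRP (RNaseMRP:RNA) was at −7.91, from 15331 FPKM in the input to 80.3 FPKM in the immunoprecipitate, and snoRNA:Psi28S-3342 was at 3.88. Of 72 replication-dependent histone genes, 2 were kept, His2B:CG33868 at 0.87 and His1:CG33849 at 2.59. The input value of His1:CG33849 was 0.61 FPKM, near the minimum for keeping a gene, against 4.62 FPKM in the immunoprecipitate. Its occupancy therefore rests on a low input value. Reads of such near-identical histone copies can also be shared.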
